# Ageing-associated DNA methylation dynamics are a molecular readout of lifespan variation among mammalian species

**DOI:** 10.1186/s13059-018-1397-1

**Published:** 2018-02-16

**Authors:** Robert Lowe, Carl Barton, Christopher A. Jenkins, Christina Ernst, Oliver Forman, Denise S. Fernandez-Twinn, Christoph Bock, Stephen J. Rossiter, Chris G. Faulkes, Susan E. Ozanne, Lutz Walter, Duncan T. Odom, Cathryn Mellersh, Vardhman K. Rakyan

**Keywords:** Ageing, Methylation, Epigenetics

## Abstract

**Background:**

Mammalian species exhibit a wide range of lifespans. To date, a robust and dynamic molecular readout of these lifespan differences has not yet been identified. Recent studies have established the existence of ageing-associated differentially methylated positions (aDMPs) in human and mouse. These are CpG sites at which DNA methylation dynamics show significant correlations with age. We hypothesise that aDMPs are pan-mammalian and are a dynamic molecular readout of lifespan variation among different mammalian species.

**Results:**

A large-scale integrated analysis of aDMPs in six different mammals reveals a strong negative relationship between rate of change of methylation levels at aDMPs and lifespan. This relationship also holds when comparing two different dog breeds with known differences in lifespans. In an ageing cohort of aneuploid mice carrying a complete copy of human chromosome 21, aDMPs accumulate far more rapidly than is seen in human tissues, revealing that DNA methylation at aDMP sites is largely shaped by the nuclear trans-environment and represents a robust molecular readout of the ageing cellular milieu.

**Conclusions:**

Overall, we define the first dynamic molecular readout of lifespan differences among mammalian species and propose that aDMPs will be an invaluable molecular tool for future evolutionary and mechanistic studies aimed at understanding the biological factors that determine lifespan in mammals.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1397-1) contains supplementary material, which is available to authorized users.

## Background

The large variation in lifespan among different mammalian species is a fascinating yet poorly understood phenomenon. For example, mice, on average, live for only two years, whereas other species such as humans and whales can live for > 100 years. Thus far, a variety of different factors have been proposed to correlate with mammalian species lifespan such as body mass, metabolic rate and age of menarche (reviewed in [1]). However, in each case there are exceptions leading to confusion. For example, although body mass is positively correlated with lifespan across mammalian species, this relationship is not true within species such as dogs [2]. Furthermore, these factors are not dynamic molecular correlates of lifespan.

Recently, several studies have reported genome-scale profiles of ageing-associated differentially methylated positions (aDMPs) in the human genome – CpG sites at which DNA methylation dynamics shows a significant correlation with age (a few of the papers in this area are listed in the references [3–8]). Currently, aDMPs represent the most accurate known molecular markers of age in humans. aDMPs are not limited to humans, with other recent studies showing similar effects in mice [9–14] and whales [15]. In the former, it was also observed that lifespan-altering interventions can change the rate of ageing-associated DNA methylation dynamics at aDMPs [10–14]. Inspired by these recent results, we hypothesised that not only are aDMPs pan-mammalian, but they could also represent the first known dynamic molecular readout of lifespan variation among different mammalian species.

## Results

### The rate of change of ageing-associated DNA methylation is faster in the mouse relative to human

We first re-analysed published ageing-associated genome-scale methylation datasets for human and mouse. This involved calling ageing-associated differentially methylated positions (aDMPs) from array-based Illumina 450 K data for 656 human samples from Hannum et al. [3] and Reduced Representation Bisulphite Sequencing (RRBS) data for 153 mice from Petkovich et al. [11] (see ‘Methods’). At q-value < 0.01, we found 172,365 CpGs in human and 43,909 CpGs in the mouse that were called aDMPs. Analysis of conserved CpG sites only revealed that approximately 70% were called as aDMPs in both species, suggesting that short-range *cis* sequence is unlikely to be the only driving factor in determining whether any given CpG site behaves as an aDMP (Fig. 1b). As mice have a considerably shorter lifespan than humans, the ability to detect aDMPs in mice suggests that the rate of DNA methylation change must be considerably faster. For example, in Fig. 1a, the mouse aDMP shows a methylation change of ~ 50% that occurs within just 35 weeks. To confirm this was a general feature of detected aDMPs, we calculated the rate of change of methylation per week for both human and mouse aDMPs and found that irrespective of whether we use conserved or non-conserved aDMP sites, mouse aDMPs showed a significantly (*P* value < 2.2 × 10^–16^) faster rate of change than human aDMPs (Fig. 1c, d), consistent with Stubbs et al. [10]. One potential caveat when comparing species with very different lifespans such as mouse and human is that if there are mouse aDMPs which show similar slow rates of methylation dynamics to those of human aDMPs, they would be difficult to detect as their dynamics would be much too slow to be detected within the lifetime of a mouse. Nevertheless, we can confidently state that at least a significant proportion of aDMPs show considerably different dynamics between a short-lived (mouse) and long-lived (human) mammalian species.

**Fig. 1:**
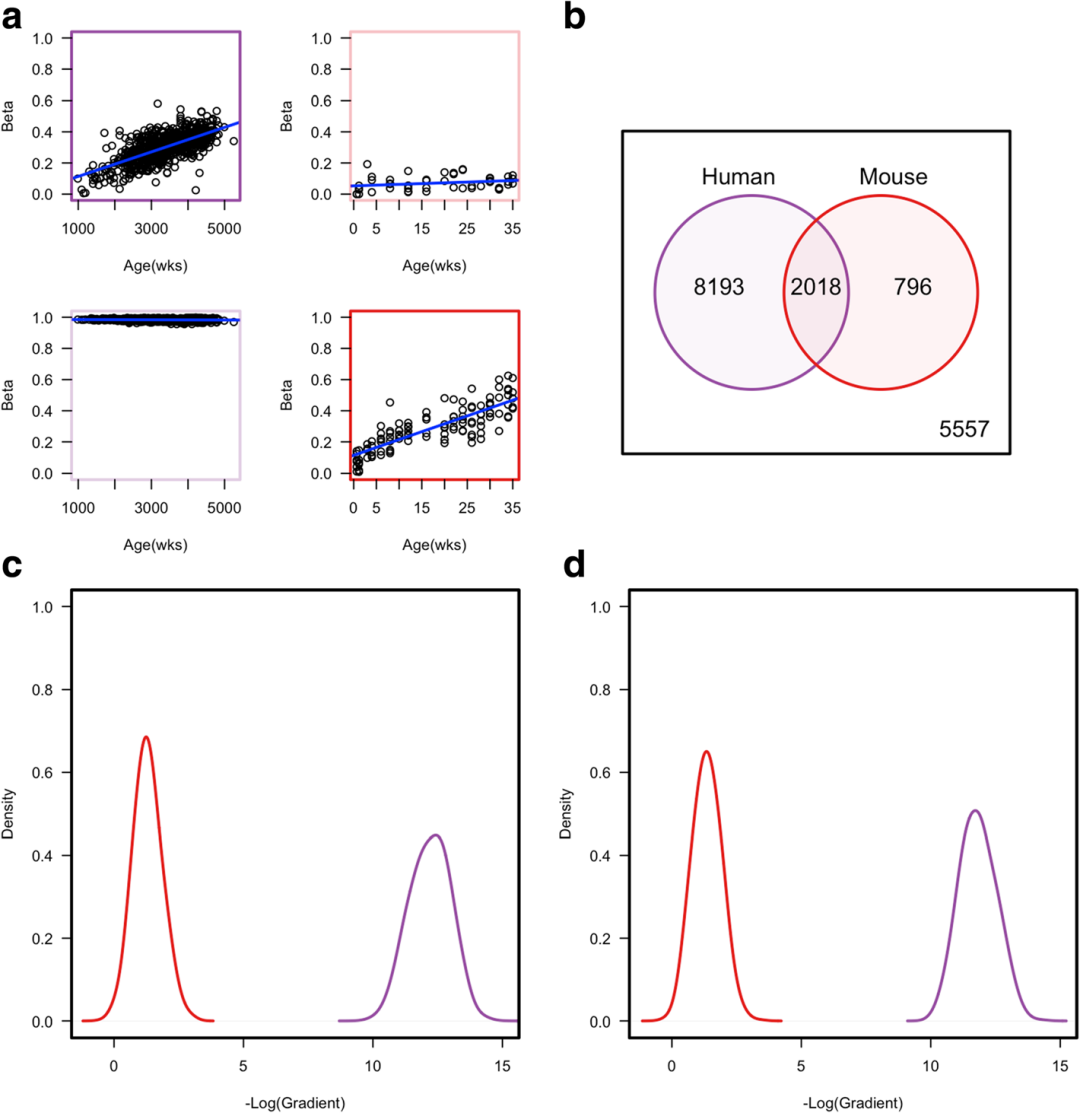
**a** Example of called aDMPs. *Top:* A significant aDMP in human samples (*top left*) but not in mouse samples (*top right*). *Bottom:* A significant aDMP in mouse samples (*bottom right*) but not in human samples (*bottom left*). Thick coloured *boxes* represent a genome-wide significance aDMP in either human (*purple*) or mouse (*red*). **b** A *Venn diagram* representing the overlap between called aDMPs in mouse and human. **c** A *density plot* of the negative log transformed gradients for those aDMPs in non-sequence conserved regions in either mouse (*red*) or human (*purple*). **d** A *density plot* of the negative log transformed gradients for those aDMPs in regions showing sequence conservation between mouse (*red*) and human (*purple*)

### aDMP dynamics are related to mammalian species lifespan

To extend the above findings, we investigated aDMP methylation dynamics in six different mammalian species spanning a range of documented maximum lifespans (T_*max*_), which is a commonly used estimate for the rate of ageing: mouse (*Mus musculus,* T_*max*_ = 4 years), dog (*Canis familiaris*, T_*max*_ = 24 years), naked mole rat (NMR) (*Heterocephalus glaber,* T_*max*_ = 31), rhesus macaque (*Macaca mulatta,* T_*max*_ = 40), humpback whale (*Megaptera novaeangliae,* T_*max*_ = 95) and human (*Homo sapien,* T_*max*_ = 122) (all T_*max*_ values are from ‘*AnAge*’, http://genomics.senescence.info/species). 

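Dog DNA methylation was measured in buccal DNA from 48 dogs, 20 males and 28 females, aged 0.25 to 13.98 years (13 to 726.96 weeks, with a year taken as 52 weeks). In Bis-PCR sequencing, bisulphite treatment makes unmethylated cytosines read as thymine, chosen regions are amplified and the products are sequenced. The authors mapped the reads to canFam3 with BISMARK and Bowtie2 and deposited, for each dog, the counts of methylated reads and of all reads at each CpG, without normalization. The files list 12940 CpG positions, and the lowest coverage in them is 1 read, so the coverage minimum of 50 reads given in the methods was applied here. The coverage of a dog summed over CpGs ran from 775947 to 6004037 reads, with a median of 3763120, where a read counts at each CpG it covers. A dog entered at a CpG when its coverage there was at least 50, and a CpG was tested when at least 24 of the 48 dogs entered. This left 1105 CpGs, of which 463 were covered in all 48 dogs. The median coverage of a dog over the tested CpGs ran from 44 to 3892 reads. PCR reads without molecular identifiers are not independent molecules, so the coverage bounds the counting error only. The tested CpGs formed 80 groups separated by gaps of more than 300 bp, and 14 of these groups, with 274 CpGs, lay inside the dog amplicons listed in Additional file 2. At each CpG the methylated fraction was regressed on age in weeks by ordinary least squares, the model that dmpFinder fits to a continuous phenotype. Storey q-values were computed from the p-values of the slopes, and a CpG with a q-value under 0.05 was called an aDMP. CpGs are given by their canFam3 position, and their genes were not analysed here.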

Due to the high cost of generating sequencing-based deep coverage genome-scale methylation data across many samples, and given that cost-effective commercial DNA methylation arrays are only available for human, we analysed 48 different targeted bisulphite polymerase chain reaction (Bis-PCR) sequencing amplicons for dog and NMR that were chosen based on sequence conservation with human aDMP sites (we show above that human vs mouse differences in methylation ageing rates hold for both conserved and non-conserved aDMP sites). For macaque, due to its close evolutionary distance to human, we generated aDMP profiles using the Illumina 450 K array (previous studies have successfully used this cost-effective microarray platform for assaying genome-scale methylation differences in a variety of primate species [16, 17]). For humpback whale, we used existing targeted Bis-PCR sequencing data from Polanowski et al. [15]. For human and mouse, we used previously published genome-scale datasets [3, 14]. Detailed sample statistics are available in Table 1. 

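Over the 48 dogs, 134 of the 1105 tested CpGs were aDMPs. Methylation rose with age at 123 of them and fell at 11. Extending each aDMP by 100 bp on both sides and merging overlaps gave 32 regions, of which 18 held at least 2 aDMPs and 14 held a single one. The largest number of aDMPs in one region was 16. There were 73 aDMPs in 11 regions inside the listed dog amplicons, and 61 aDMPs in 21 regions outside them. The smallest q-value was at position 41337428 of chromosome 27 (4.12e-07 from the least-squares fit), where the methylation level was 1.60% ± 2.28 (SD, n = 13) in dogs under 2 years and 18.2% ± 8.69 (SD, n = 17) in dogs of at least 10 years. The smallest q-value in any other region was at position 35106476 of chromosome 18 (5.27e-07), where the level was 11.7% ± 11.7 (SD, n = 13) in dogs under 2 years and 48.8% ± 16.5 (SD, n = 17) in dogs of at least 10 years. The median coverage per dog was 2784.5 reads at the first of these CpGs and 3597.5 at the second. The alternative that moved these numbers most was to fit only the dogs of at least 2 years, which gave 16 aDMPs in 7 regions.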

For dog, we identified 68 aDMPs that clustered in 15 different targeted aDMP regions (adjusted *P* value < 0.05) and for NMR we identified 30 aDMPs that clustered in 11 different targeted aDMP regions (adjusted *P* value < 0.05). For macaque, we determined 29 distinct aDMP regions (*P* value < 5 × 10^–5^). 

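For dog, the gradient of a region was the slope of its aDMP with the largest absolute slope, in methylated fraction per week. Across the 32 regions, the absolute gradient ran from 1.68e-04 to 8.72e-04 per week, with a median of 5.52e-04. The mean negative natural log of the absolute gradient was 7.65 ± 0.492 (SD, n = 32 regions). It was 7.70 ± 0.441 (SD, n = 11) for the regions inside the listed amplicons and 7.62 ± 0.525 (SD, n = 21) for those outside, and this difference was not tested. Taking the mean gradient of the aDMPs of a region in place of the largest moved the mean over regions most, to 8.09.
The largest gradient was 8.72e-04 (standard error 1.38e-04, 37 dogs) at position 40457712 of chromosome 20. The next was 8.36e-04 (standard error 2.16e-04, 39 dogs) at position 32315040 of chromosome 32, the single aDMP of its region. The third was 8.18e-04 (standard error 2.79e-04, 32 dogs) at position 48881069 of chromosome 5, in a region whose lead CpG had a median coverage of 128.5 reads per dog. These gradients differed by less than their standard errors. The gradient was negative in 8 regions, each with a single aDMP, and most negative at position 117222147 of chromosome 1 (-8.07e-04, standard error 2.33e-04, 48 dogs). At that CpG the methylation level was 76.3% ± 26.8 (SD, n = 24) in FCR dogs and 12.8% ± 25.4 (SD, n = 24) in MLHD dogs, and its q-value for age was 0.215 with breed as a covariate.

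**Figure D1:**
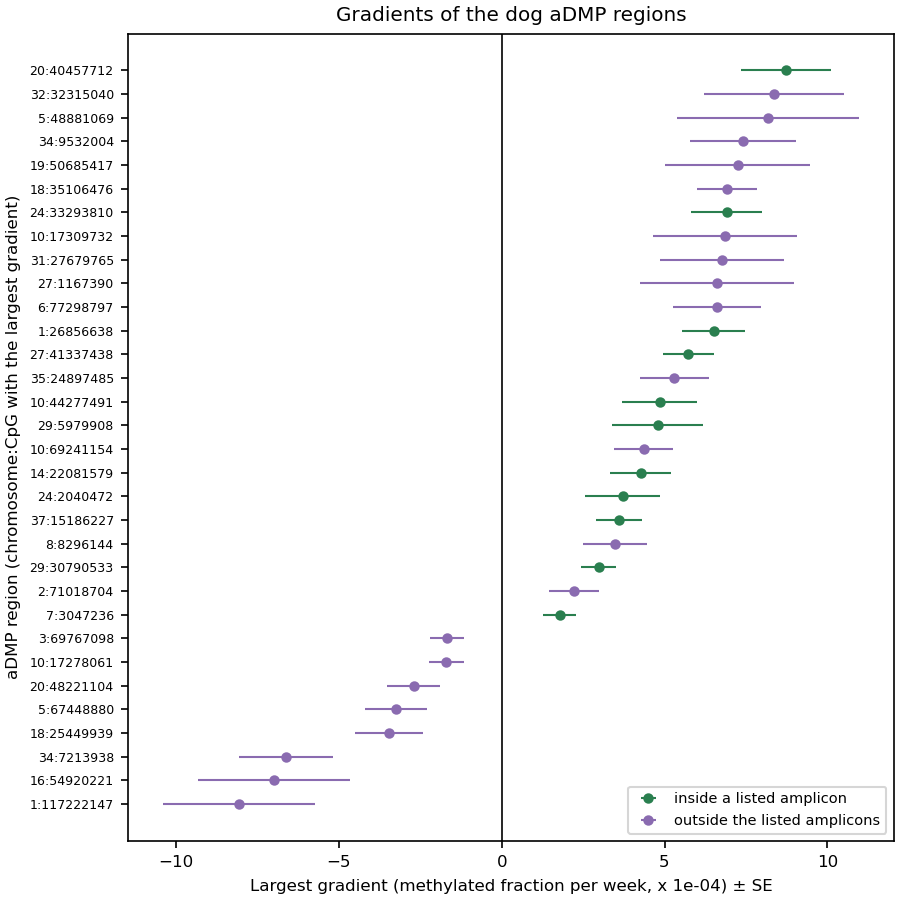
Largest gradient of each of the 32 dog aDMP regions, in methylated fraction per week, with points for the slope over all covered dogs and bars for its standard error. Regions inside the listed amplicons are green and those outside are purple, and the 8 negative gradients are all outside the listed amplicons.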

From each of these CpGs, we determined the rate of dynamic change in methylation levels per week for each species. This yielded a significant negative correlation between rate of change of methylation at aDMP sites and reported T_*max*_ across the different species (*rho* = 1, *P* = 0.0028, Spearman correlation) (Fig. 2a note that in this figure we plot the ‘–log gradient’ of methylation ageing rate). There are four key points to note about these findings: (1) this relationship holds even when comparing mammalian species such as dog, NMR and rhesus macaque, i.e. species with more similar T_*max*_ values to each other, compared with the extreme differences between mouse and human; (2) this relationship is with lifespan per se and not confounded with body mass differences as aDMP methylation dynamics are faster in whales relative to humans even though the former is a much bigger species in terms of mass; (3) our use of different tissues across the different species has negligible influence on the relationship with mammalian lifespan we report here, as analysis of previously published aDMP data from various human tissues reveals that they display similar rates of change with age, and these are significantly greater than between-species differences we report here (Additional file 1: Figure S1); (4) although females show slightly slower ageing-associated methylation dynamics relative to males in human [3], this difference is again smaller than the differences we find among mammalian species.

**Table 1:** Sample information for those used in the paper

Species	n	Tissue	Age range (weeks)	Reference	Platform	aDMRs (n)^a^
Human	656	Blood	988–5252	Hannum et al.	450 K	256
Mouse	153	Whole Blood	0.67–35	Petkovich et al.	RRBS	2814
Dog	48	Buccal	13–726.96	Own	Bis-PCR	15
NMR	24	Liver	39–1144	Own	Bis-PCR	11
Macaque	6	Blood	52–1040	Own	450 K	29
Humpback whale	45	Skin	2.6–1576.953	Polanowski et al.	Qiagen PyroMark assays	3
Tc1	6	Liver	8–52	Own	450 K	-

^a^The number of aDMRs is the number of aDMRs used in Fig. 2a

**Fig. 2:**
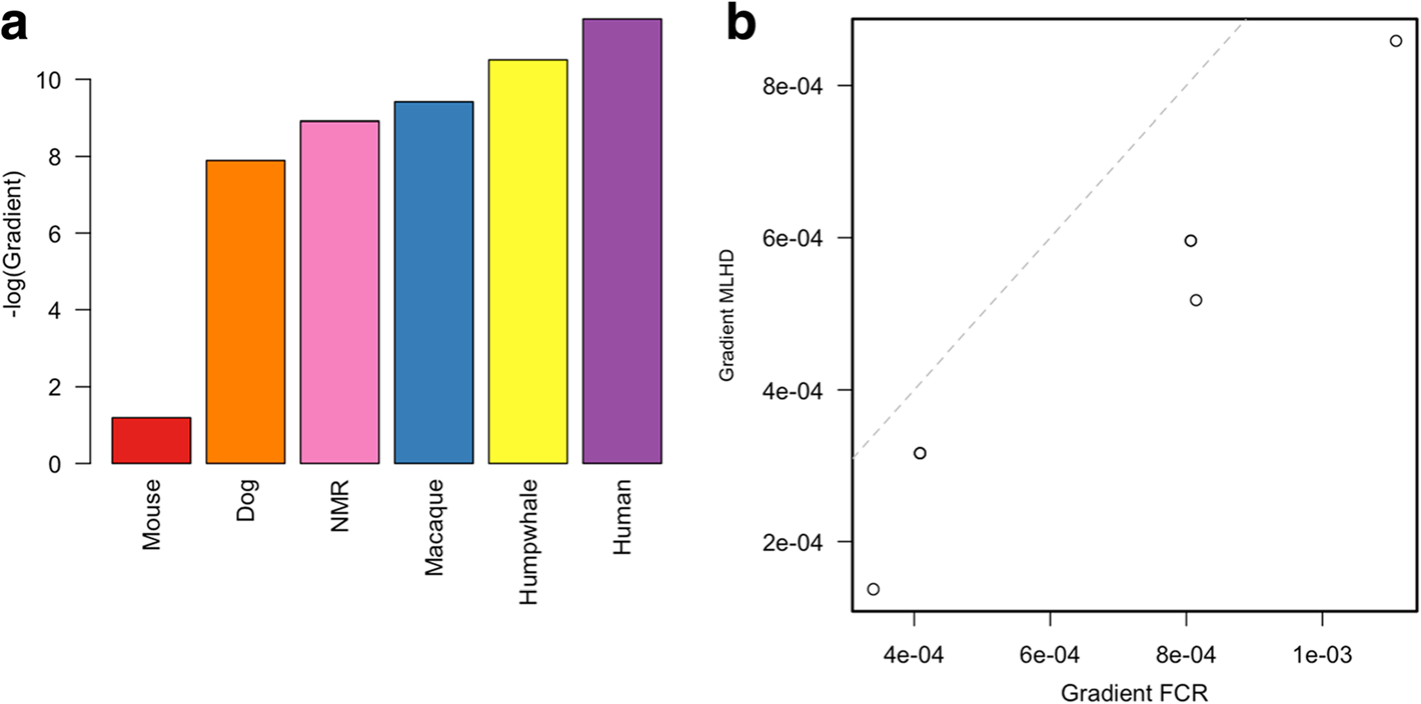
**a** A *bar plot* of the mean negative log gradients for six different species. This shows that the rate of methylation change at aDMPs is proportional to the longevity of the species. **b** A *plot* showing the gradient of significant aDMPs for the two dog breeds profiled (FCR and MLHD). In each of the six aDMPs (two points have similar gradients and overlap each other), the gradient of the FCR is larger than that of the MLHD. *Dashed line* is the line which represents equal gradient in both breeds, e.g. y = x

### The correlation between rate of change at aDMPs and lifespan is observed between two different dog breeds

To examine if the negative correlation between rate of change of methylation at aDMP sites and reported lifespan also holds within a species, we analysed two different dog breeds. Dogs have lived alongside humans for thousands of years and shared similar environmental influences. Artificial selection has led to the generation of > 200 varieties (‘pure breeds’) with strikingly different but well characterised phenotypes and attributes, including lifespan which can be studied outside of artificial laboratory conditions. 

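The 48 dogs were 24 FCR and 24 MLHD, with 14 females and 10 males in each breed. The FCR dogs were 0.25 to 12.03 years old with a median of 4.305 years, and the MLHD dogs 0.88 to 13.98 years with a median of 10.575 years. There were 9 FCR and 4 MLHD dogs under 2 years. Age and sex varied together in MLHD, where the 14 females were 6.74 to 13.98 years old (median 10.995) and the 10 males 0.88 to 12.22 years (median 2.565). The mean age of males minus females was -5.83 years in MLHD (two-sided permutation test, p = 7.00e-04) and -0.451 years in FCR (p = 0.776 from the same test). The coverage summed over CpGs was 2869386 to 6004037 reads per FCR dog, with a median of 4013280, and 775947 to 5755365 reads per MLHD dog, with a median of 3385013. The mean was 787783 reads higher in FCR (two-sided permutation test, p = 0.00527). aDMPs were called within each breed in the way described for all dogs, over 1103 CpGs in FCR and 1105 in MLHD.

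**Figure D2:**
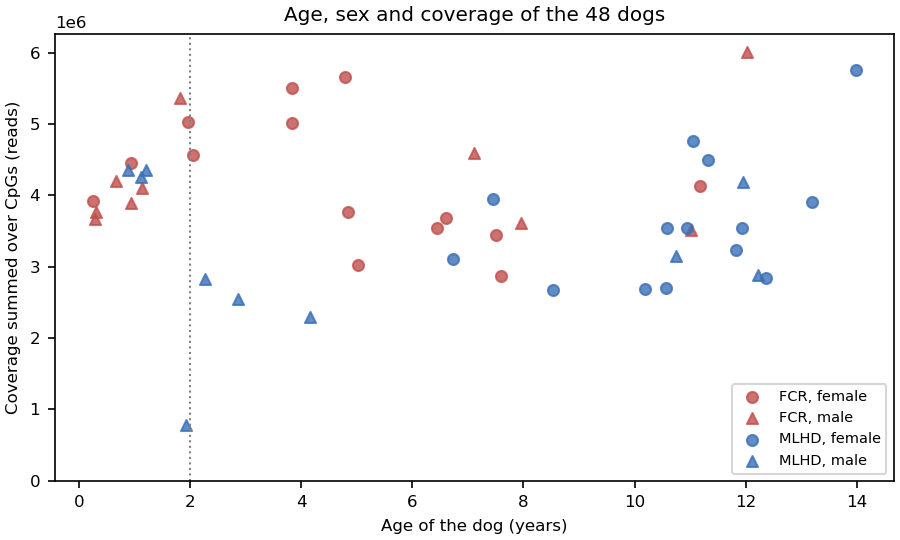
Coverage summed over CpGs, in reads, against age in years for each of the 48 dogs, with circles for females, triangles for males and a dotted line at 2 years. The 4 MLHD dogs under 2 years are all males, and 1 of them has the lowest coverage, 775947 reads.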

We examined two different pure breeds with contrasting lifespan – the miniature long-haired dachshund (MLHD) (average life expectancy of 12–15 years) and flat-coated retriever (FCR) (average life expectancy of 8–10 years) ([18] and www.thekennelclub.org.uk/pedigreebreedhealthsurvey)). Only animals that were disease-free at time of sampling were included in our analysis. 

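Within single breeds, 68 CpGs were aDMPs in FCR, in 20 regions, and 32 were aDMPs in MLHD, in 15 regions. Methylation rose with age at 64 of the FCR aDMPs and at all 32 MLHD aDMPs. There were 15 CpGs called in both breeds. Of the 32 regions found over all dogs, 9 held an aDMP of each breed, 8 an aDMP of FCR only, 2 an aDMP of MLHD only and 13 an aDMP of neither. The 9 regions lay on chromosome 1 from 26856538 to 26856750, chromosome 18 from 35106331 to 35106698, chromosome 20 from 40457612 to 40457812, chromosome 24 from 33293627 to 33293977, chromosome 27 from 41337192 to 41337555, chromosome 29 from 30790329 to 30790640, chromosome 34 from 9531895 to 9532206, chromosome 35 from 24897358 to 24897639 and chromosome 37 from 15186092 to 15186377. The regions on chromosomes 18, 34 and 35 were outside the listed amplicons and the other 6 were inside. The 9 regions held 38 FCR aDMPs and 25 MLHD aDMPs. With sex as a covariate the number of aDMPs was 68 in FCR and 5 in MLHD, and 3 regions held an aDMP of each breed.

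**Figure D3:**
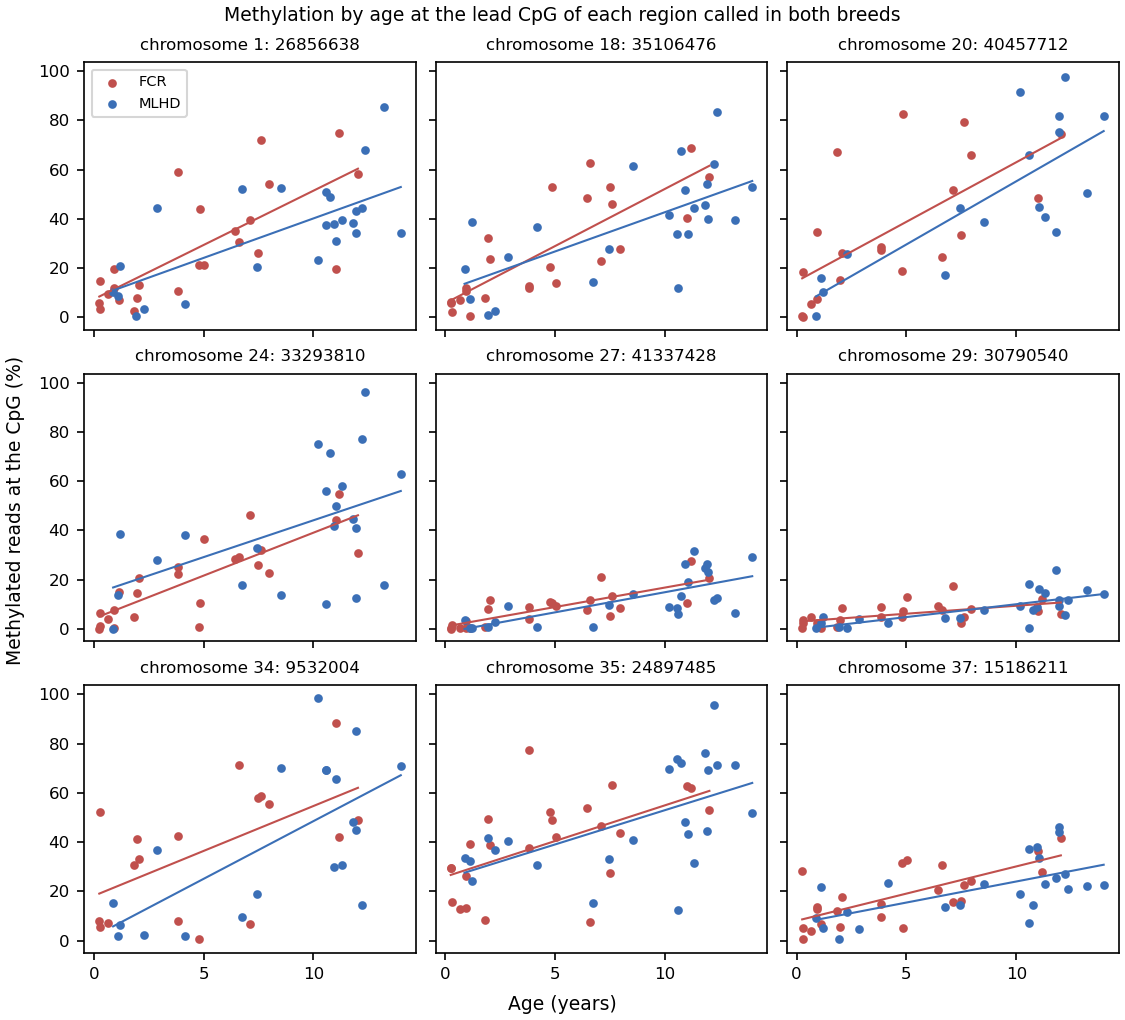
Percentage of methylated reads against age in years at the lead CpG (smallest p over all dogs) of each of the 9 regions, with a point for each dog covered by at least 50 reads and a least-squares line for each breed. Methylation rises with age in both breeds at each of the 9 CpGs.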

From the 15 different dog aDMP regions, six regions were identified as aDMPs in both breeds. 

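In each of the 9 regions called in both breeds, the largest gradient among the FCR aDMPs was set beside the largest among the MLHD aDMPs. The mean was 7.70e-04 ± 2.23e-04 per week (SD, n = 9 regions) in FCR and 6.31e-04 ± 2.30e-04 (SD, n = 9) in MLHD. The FCR gradient was larger in 7 of the 9 regions. The difference was largest on chromosome 27, with 8.46e-04 (standard error 1.26e-04) at position 41337438 in FCR and 5.39e-04 (standard error 1.03e-04) at position 41337455 in MLHD. On chromosome 18 the gradients were 8.92e-04 in FCR and 6.13e-04 in MLHD, on chromosome 1 they were 8.48e-04 and 6.17e-04, and on chromosome 34 they were 1.07e-03 and 9.01e-04. On chromosome 37 they were 4.58e-04 in FCR and 3.29e-04 in MLHD, on chromosome 29 they were 4.52e-04 and 3.23e-04, and on chromosome 24 they were 8.71e-04 and 7.94e-04. The MLHD gradient was larger on chromosome 20, with 9.30e-04 in FCR and 9.86e-04 in MLHD, and on chromosome 35, with 5.57e-04 and 5.76e-04. An exact two-sided Wilcoxon rank-sum test of the 9 gradients of each breed gave p = 0.340. Paired by region, the mean difference was 1.39e-04 (exact two-sided sign-flip permutation test, p = 0.0156), a test that takes regions and not dogs as the replicates. The gradients of both breeds came from the same CpG in 3 of the 9 regions, those on chromosomes 1, 18 and 20. At the lead CpG of the chromosome 27 region, 41337428, the slopes were 3.04e-04 in FCR and 3.14e-04 in MLHD. FCR had the steeper slope at 5 of the 9 lead CpGs. With CpGs covered in every dog of the set fitted, the mean difference of the largest gradients was 2.88e-04, with FCR larger in 8 of 8 regions (exact rank-sum test, p = 0.0104). That filter was applied within each breed and left 807 CpGs in FCR and 497 in MLHD. The largest FCR gradient could thus be taken from more CpGs. In dogs of the age range shared by both breeds the mean difference was 1.73e-04, with FCR larger in 6 of 6 regions (exact rank-sum test, p = 0.132). With age on the natural log scale the difference changed sign, with FCR larger in 0 of 7 regions and a mean of -0.0353 per unit of log age. With sex as a covariate the mean difference was -1.44e-04 over 3 regions.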

For all six of these aDMP regions, we found that the shorter-lived FCR showed a significantly faster rate of change of methylation relative to the longer-lived MLHD (*P* value = 0.0068, Wilcoxon rank-sum test) (Fig. 2b). This difference remains unchanged even after removing animals that were aged < 2 years (a conservative estimate of sexual maturity in dogs). 

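There were 15 FCR and 20 MLHD dogs of at least 2 years. At the CpGs that gave the largest gradients in all dogs, the mean gradient in dogs of at least 2 years was 7.39e-04 per week in FCR and 6.43e-04 in MLHD. FCR had the larger gradient in 6 of the 9 regions, and the mean difference was 9.55e-05 (exact two-sided sign-flip permutation test over 9 regions, p = 0.246). On chromosome 27 the gradients were 7.89e-04 (standard error 2.55e-04) in FCR and 4.92e-04 (standard error 1.61e-04) in MLHD, and on chromosome 24 they were 8.88e-04 (standard error 3.27e-04) and 1.10e-03 (standard error 3.00e-04). On both chromosomes the breeds were read at different CpGs. When aDMPs were called again in these dogs, 0 CpGs passed in FCR and 0 in MLHD, with 114 CpGs at an unadjusted p under 0.05 in each breed.

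**Figure D4:**
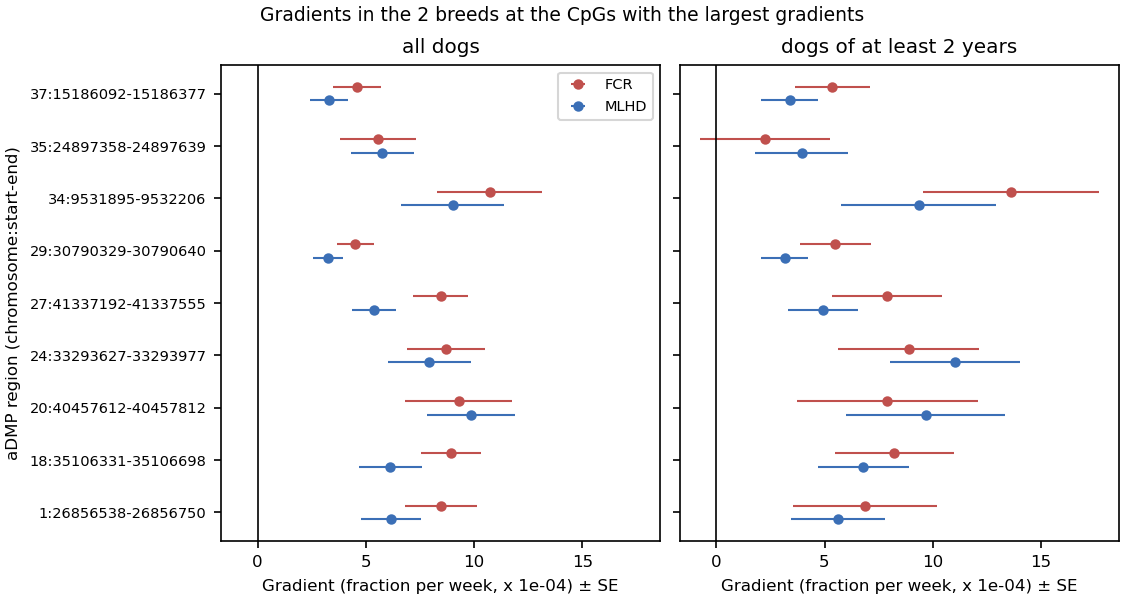
Gradients per week of FCR (red) and MLHD (blue) in the 9 regions, for all dogs on the left and dogs of at least 2 years on the right, with bars for the standard error. The same CpGs are used on both sides, and the standard errors are wider on the right.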

Overall, this provides an example of the negative relationship between rate of change of methylation at aDMP sites and lifespan within a mammalian species.

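The breeds were also compared at one CpG per region, the lead CpG with the smallest p over all 48 dogs, with dogs as the replicates. In the 17 FCR and 15 MLHD dogs covered at all 9 lead CpGs, the mean slope in FCR minus that in MLHD was 1.95e-05 per week (standard error 8.87e-05, two-sided permutation test of the residuals, p = 0.822). In the 11 FCR and 12 MLHD dogs of at least 2 years among them it was -2.76e-04 (standard error 1.86e-04, p = 0.134 from the same permutation test). These MLHD dogs were 6.74 to 13.98 years old and the FCR dogs 2.06 to 12.03, so the slopes were compared over unlike age spans. Neither difference passed a threshold of 0.05. The alternatives called their own regions, so their lead CpGs could differ from these 9. With CpGs covered in every dog the first difference was 1.32e-04 (permutation test, p = 0.0430) and the second 4.84e-05. At the lead CpGs of the 6 regions called within the age range shared by both breeds, the second was -1.41e-05. At those of the 22 regions called by a quasi-binomial logistic model, with slopes still from least squares, the second was 2.93e-05. It passed the threshold with the natural log of age (-0.236 per unit, permutation test, p = 0.0177). It also passed with the log10 of summed coverage as a covariate (-5.07e-04, permutation test, p = 0.00884), at the lead CpGs of the 8 regions called in that fit. This alternative was chosen after seeing the data. Across the 1090 CpGs tested in both breeds, 0 had an age by breed interaction at a Benjamini-Hochberg adjusted p under 0.05, and 80 had an unadjusted p under 0.05. The smallest p was at position 44277472 of chromosome 10, where the slope was 1.05e-03 (standard error 2.06e-04, n = 24) in FCR and 3.42e-05 (standard error 1.72e-04, n = 23) in MLHD (adjusted p = 0.496). At position 44277625 of the same chromosome the slopes were 7.83e-04 in FCR and 9.93e-05 in MLHD (adjusted p = 0.496). At position 30790514 of chromosome 29 they were 3.52e-04 and 1.43e-04 (adjusted p = 0.552). The paper reasons from the gradients of the regions called in both breeds, larger in the shorter-lived FCR, to a negative relationship between the rate of methylation change at aDMPs and lifespan within a species.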

### Rate of change of aDMPs is related to the cellular milieu

Given the lack of conserved aDMPs across species, it is unlikely that short-range cis-sequence plays a major role. Rather, we hypothesised that the ageing cellular environment per se influences aDMP methylation dynamics. Since this cannot be addressed just by comparing different mammalian species, we used a transchromosomic mouse strain – ‘Tc1’ – that harbours a freely segregating and largely intact functional human chromosome 21 (h-chr21) [19]. We profiled the DNA methylation of 8- to 12-week-old and 44- to 52-week-old Tc1 mice using the human Illumina 450 K array. This allowed us to determine the methylation state of 3158 CpGs on h-chr21. We restricted our analysis to h-chr21 probes that have no significant sequence similarity in the mouse, hence minimising any cross-hybridisation artefacts associated with aDMPs. Furthermore, it has been previously shown that 13,715 CpGs on the 450 K array also bind mouse DNA [20]. Since the DNA samples only contained human DNA from chromosome 21, we removed those probes from human chromosome 21 that also robustly bind mouse DNA, allowing us to confidently assay the methylation state of 12,358 CpGs in the mouse genome and thus permitting a valuable control analyses. A number of previous studies have shown that the majority of functional attributes of h-chr21in the Tc1 mouse are similar to those found in human cells [21]. Indeed, we confirmed that both mouse and h-chr21CpGs showed lower methylation levels in CpG Islands and promoters compared to open sea, gene bodies and intergenic regions (Fig. 3a, b). Given the relatively small number of Tc1 mice available for our analyses, we did not have the statistical power to perform *de novo* aDMP calling, but we were able to compare previously reported aDMP profiles with methylation differences between young and old TC1 mice. We therefore initially attempted to investigate the aDMP signature on h-chr21 using existing human liver data (*n* = 117) ([22] and GSE61258) but found only four aDMPs. Therefore, to provide a more robust set of aDMPs we called pan-tissue aDMPs using samples from multiple human tissues (*n* = 350) [23]. This yielded 15 aDMPs on human chr 21. Analysis of these in the Tc1 mouse revealed a significant correlation of directionality in ageing-associated dynamics between aDMPs on human chr21 in human cells and the corresponding sites on h-chr21 in the Tc1 mouse (*P* = 0.011, Fig. 3c). More strikingly, fitting a linear model across all 15 points revealed that the rate of change of methylation with age at these chr21 aDMP sites is approximately 21 times faster in the mouse relative to what is observed in humans (note the differences in scale between the x- and y-axes in Fig. 3c). Calculating the methylation rate of change for just those aDMPs with the largest change in the Tc1 mouse showed a mean increased rate of ~ 35 times that of the same aDMP in humans (Fig. 3d). Therefore, aDMPs on a chromosome from a long-lived species (human) show greatly accelerated methylation dynamics in a short-lived species (mouse), demonstrating that such aDMPs are measuring the rate of cellular ageing.

**Fig. 3:**
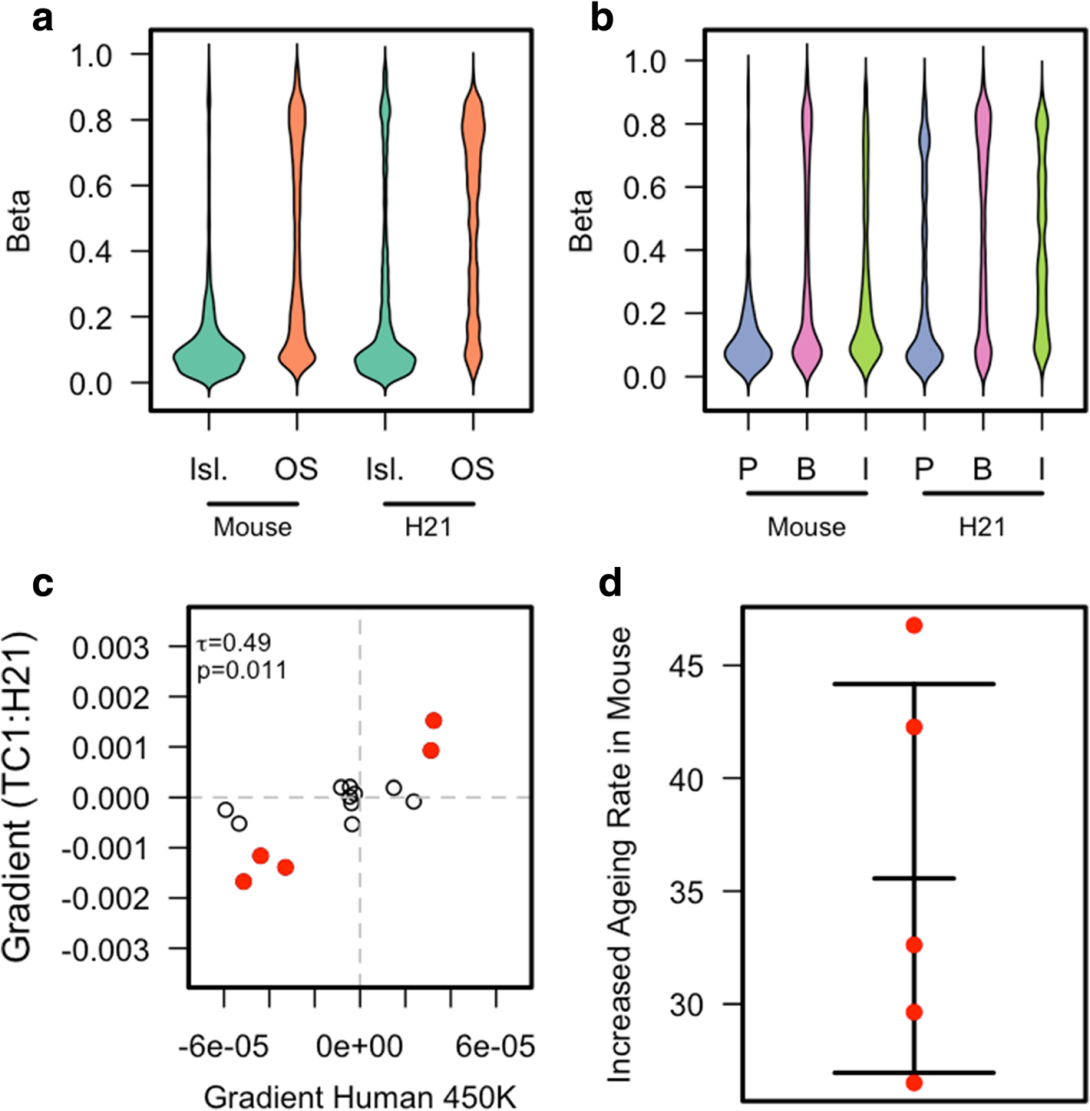
**a** A *bean plot* of the methylation levels for CpG Islands (Isl.) and Open Sea (OS) for both probes matching mouse genome and those uniquely mapping to human chromosome 21. **b** A *bean plot* of the methylation levels for promoters (P) (defined as 2 kbp upstream from the TSS), gene bodies (B) and intergenic regions (I) (defined as those probes not either in a promoter or gene body). This is shown for both probes matching mouse genome and those uniquely mapping to human chromosome 21. **c** A *scatter plot* of the gradients of human chromosome 21 aDMPs in both human samples and the TC1 mouse. There is a significant correlation of 0.49 (*P* value = 0.011). Highlighted in *red* are the probes which show the largest gradient in the TC1 mouse. **d** A *scatter plot* showing the increased rate of methylation change with respect to age in the human chromosome 21 aDMPs in the Tc1 mouse compared to the same aDMP in human samples

## Discussion and conclusions

Here we have shown that ageing-associated DNA methylation is a dynamic correlate of lifespan among mammalian species and that these methylation dynamics are measuring cellular ageing as opposed to just chronological age. Crucially, our work shows that, in the context of different mammalian species, the rate of methylation dynamics at aDMPs predict lifespan. That is, aDMPs are more than just a measure of chronological age. Although recent studies have shown that lifespan-altering interventions are associated with changes in dynamics of the epigenetic ageing clock, our work [10–14], in particular the Tc1 experiments, highlights the significant extent to which the dynamics of the clock can be modulated by the trans-nuclear environment. It is also important to note that in recently published comparisons of human with mouse [10–14] and/or macaque epigenetic clocks [24], it was impossible to determine whether the differences in aDMP dynamics among the different species were due to lifespan or body mass differences. On the other hand, in our manuscript we can categorically state that the rate of the epigenetic clock is a measure of lifespan per se and not body mass.

Our work raises two key questions that need to be addressed in future research. First, what is the biological basis of the link between aDMPs and mammalian lifespan? The data from the Tc1 mice show that aDMP dynamics are a consequence of cellular ageing. Ageing comprises a multitude of different processes and one could speculate that the overall aDMP signature reflects information integrated from different sources, as opposed to a single cause. These different upstream processes have stable, cumulative (and measurable) influences on independent subsets of CpG sites, that collectively represent the aDMP signature. Such a model is also consistent with the idea that of the few known factors thought to influence mammalian lifespan, including body mass, none can solely explain aDMPs. It would be interesting to specifically modulate known signalling pathways to establish how they alter dynamics at specific aDMPs. In this regard, it will be worth exploring whether aDMPs are also found in non-mammalian species that harbour DNA methylation (such as many insects), as these organisms typically have much shorter lifespans and hence provide a more tractable system. Second, it will be important to investigate the functional impact of aDMPs. Within this context, relevant questions include whether there are broader changes in epigenetic state, and/or gene expression, and how such changes might influence ageing-associated processes. Recent large-scale integrative analyses suggest only modest correlations between ageing-associated DNA methylation and gene expression dynamics [3, 23]. This is largely consistent with the complex relationship between DNA methylation and gene expression levels, and it may be that ageing-associated DNA methylation dynamics influence the response of a gene as opposed to steady-state levels. Recent advances in epigenetic engineering methodologies may allow the creation of aDMP signatures in cells (e.g. [25]), thus enabling a more direct assessment of their function including effects on gene expression.

Although future research will undoubtedly address the questions discussed above, it is already clear that aDMPs are a readout of mammalian cellular ageing and, to the best of our knowledge, the first dynamic molecular correlate of lifespan differences among mammalian species. Consequently, they have great potential as molecular markers for studying evolutionary and mechanistic aspects of mammalian ageing.

## Methods

### DNA samples

We generated DNA methylation data for dogs, NMRs, macaques and Tc1 mice. All animals did not show any obvious signs of disease at time of sampling. NMRs were maintained at Queen Mary University of London in the Biological Services Unit, in compliance with institutional guidelines. Macaques were maintained at the German Primate Center, Leibniz-Institute for Primate Research, as a self-sustaining colony of rhesus macaques (Macaca mulatta).

### Data processing

For the 656 samples from Hannum et al., preprocessed samples were downloaded from GEO with accession (GSE40279). For 153 mice from Petkovich et al. [11], methylation and coverage values for each CpG was obtained from GEO with accession GSE80672. Those CpGs with < 50× coverage in a minimum of 133 samples were removed from the analysis. For Dog and NMR samples, raw FASTQ files were mapped to the reference canFam3 and hetGla2, respectively, using BISMARK (v0.16.3) [26] and Bowtie2 (v2.2.8) [27]. Reads that mapped outside of the targeted regions were discarded from analyses and methylated and unmethylated counts for each CpG were calculated using the custom C++ program (https://bitbucket.org/lowelabqmul/methylation-extractor). Those CpGs with a coverage < 50× were also discarded from analyses. For Macaque samples, we first mapped 450 K probe sequences to the rheMac8 reference genome using BWA [28]. Probes with no mismatch within the first 5 bp and with < 3 mismatches in total were kept for further analysis (125,102 probes). From these probes, those with a detection *P* value > 0.01 were removed and a quantile normalisation on the Red, Green and Type II probes was performed. For TC1 mouse samples, a list of probes previously shown to map to mouse genome was used as well as those probes mapping to h-chr21. Additional filtering was performed to remove probes mapping to h-chr21 which are either deleted or duplicated. Processing was then performed in the same manner as macaque. For Humpback whale, we downloaded methylation values from DRYAD (http://hdl.handle.net/10255/dryad.58061). Data created for this manuscript is available from GEO with accession number GSE86059. Primers used for targeted bisulphite sequencing are listed in Additional file 2.

### aDMP calling

For all aDMP calling, we used the dmpFinder function available in the R package [29] minfi [30] with default parameters, using age in weeks as phenotype variable and continuous as the type. q-values was calculated using the positive false discovery rate [31]. This provided *P* values and q-values used to filter aDMPs as well as the gradient from the fitted linear model. aDMPs regions were defined by extending each aDMP by ± 100 bp. Then, overlapping regions are combined into a single region spanning the entire length of the extended aDMPs and the maximum gradient and minimum *P* value are assigned to the region. Therefore, each region will be a minimum of 200 bp if only a single aDMP is contained in it.

### Sequence conservation analysis

For comparing between species, we used the UCSC tool liftOver [32] with default parameters except for setting the minimum ratio of bases that must remap to 90% using the parameter ‘-minMatch = 0.9’. To liftOver 450 k probes, we defined a region of 200 bp (± 100 bp) around the target CpG.

## Additional files

Additional file 1: Figure S1. Barplot of the negative log gradient of age in weeks against methylation for multiple different tissues from human samples.

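Additional file 2 gives, for each primer pair, a chromosome or scaffold, the start and end of the amplified stretch, and a forward and a reverse primer. Each primer starts with a stretch common to all forward or all reverse primers, followed by the part that binds the bisulphite-treated DNA. For dog it lists 14 amplicons of 171 to 349 bp. The deposited counts cover all 14, with 9 to 37 tested CpGs in each and a median coverage from 192 to 12611.5 reads per dog and CpG. An aDMP over all 48 dogs was found in 11 of the 14. The amplicons without one lay on chromosome 10 from 8074897 to 8075229, chromosome 15 from 6446417 to 6446665 and chromosome 28 from 435722 to 436069, with mean methylation levels of 90.4%, 87.7% and 50.2%. The most aDMPs, 16, were in the amplicon on chromosome 27 from 41337250 to 41337478, whose mean methylation level was 6.72%.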

Additional file 2: A table of primer sequences used for targeted assay of methylation. (CSV 3 kb)

# Supplementary material for: Ageing-associated DNA methylation dynamics are a molecular readout of lifespan variation among mammalian species
**Source:** Genome Biol. 2018 Feb 16;19:22. doi: 10.1186/s13059-018-1397-1
**Supplement:** Supplementary file 1 — Barplot of the negative log gradient of age in weeks against methylation for multiple different tissues from human samples.

**Figure S1:** The negative log gradient of multiple different tissues from human samples. There is very little difference between the gradients measured. Liver samples are from TCGA and GSE61258 (n=117), Breast sampled are from TCGA (n=98), Kidney samples are from TCGA (n=204) and Blood samples are from Hannum et al. as used in the paper.

How the deposited data were processed for this re-analysis (not part of the article)

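Methylation was measured by Bis-PCR sequencing in buccal DNA from 24 FCR and 24 MLHD dogs. The authors mapped the reads to canFam3 with BISMARK and Bowtie2 and deposited, for each dog, the counts of methylated reads and of all reads at each CpG. The methods discard reads outside the targeted regions from the analyses. The tested CpGs in the deposited counts form 80 groups, more than the 48 amplicons the paper names, and 66 of the groups lie outside the 14 listed dog amplicons. Nothing in these counts is normalized. Positions with low coverage are still in the files, so the coverage minimum of 50 reads was applied to the counts here. Ages in years were multiplied by 52 to give weeks. Samples were grouped by breed as their labels give it.

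From the counts, the methylated fraction of each dog at each CpG was computed and regressed on age in weeks by ordinary least squares in R 4.3.3 with data.table 1.17.8. The p-values of the slopes were turned into q-values with Storey's method, with the share of unchanged CpGs from a cubic smoothing spline evaluated at a lambda of 0.95. That share was 0.698 in all dogs, 0.610 in FCR and 0.683 in MLHD. CpGs with a q-value under 0.05 were called aDMPs. They were extended by 100 bp on both sides, merged where they overlapped, and given the gradient with the largest absolute value. A region was called in both breeds when it held an aDMP called in FCR alone and one called in MLHD alone. The gradients of the breeds were compared by an exact Wilcoxon rank-sum test and an exact sign-flip permutation test over regions, by a permutation of regression residuals over dogs (100000 permutations), and by an age by breed interaction at each CpG with Benjamini-Hochberg adjustment. Figures were drawn with matplotlib 3.10.9.

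Before the data were examined, the sites to be named were set as every region called in both breeds, the 3 regions with the largest absolute gradient, the region with the most negative gradient, and the 3 CpGs with the smallest p of the interaction. The alternatives set at the same time were coverage minimums of 20 and 100 reads, CpGs covered in every dog, Benjamini-Hochberg in place of Storey q-values, a quasi-binomial logistic model of the counts, the moderated test of limma 3.58.1, sex or breed as a covariate, the natural log of age, the mean gradient of a region, the 14 listed amplicons, dogs of at least 2 years, dogs of the age range shared by both breeds and an extension of 50 bp. 3 further alternatives were chosen after seeing the data. An alternative that changed the calls could also change the regions and their lead CpGs. The quasi-binomial model gave p-values only, and gradients stayed least-squares slopes. The filter for CpGs covered in every dog was applied to the dogs of each fit, so within a breed it asked for the dogs of that breed.

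The fits were tested on simulated counts at the 1105 tested CpGs, with the real coverage, ages and spread between dogs. With 200 CpGs given a slope of 6e-04 per week, 91.5% were called and 4.19% of the calls were false. With 200 CpGs given a slope difference of 0.0012 per week between breeds, 81% were called by the interaction test and 2.99% of the calls were false. Differences of the size seen between the breeds were not simulated. Slopes were given only to CpGs whose mean level left room for the change in either direction. The recovered shares therefore do not describe CpGs at low levels, such as position 41337428 of chromosome 27 (1.60% in dogs under 2 years). CpGs were simulated independently, so the false shares do not cover neighbouring CpGs that vary together.

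The depth was lowest in 1 MLHD dog of 1.93 years, with a median coverage of 44 reads over the tested CpGs, so this dog was left out at many CpGs. The other species and the transchromosomic mice of the paper were not analysed here, and genes were not assigned to CpGs.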

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

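The tests of a DNA variant at CpGs that differ between breeds, of breed and age varying together, of single aDMPs with the age slope removed, and of a single dog at the CpG on chromosome 3 were chosen after the result was seen.

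The age slope differed between the sexes at 1 of 1105 CpGs, position 57512385 of chromosome 3, with 44 CpGs at an unadjusted p under 0.05. The slope of the 7 males minus that of the 17 females was -0.00179 per week (permutation test, p = 1e-05, the smallest the permutations can give; adjusted p of the least-squares fit 1.28e-07). One dog, the FCR numbered 18, a male of 7.11 years, had 28.0% methylated reads there at a coverage of 779, while the lowest of the other dogs had 83.2%. Without this dog the permutation p was 0.211. In 6 of 100 splits of the 48 dogs, the real one included, as many CpGs passed the adjusted threshold. The difference rests on this dog, and both explanations remain.

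In dogs of at least 2 years, the age slope differed between the breeds at 1 of 1078 CpGs, position 12480622 of chromosome 6, with 68 CpGs at an unadjusted p under 0.05. The slope was -0.00154 per week (standard error 2.81e-04) in FCR and 3.45e-04 (standard error 1.01e-04) in MLHD, a difference of -0.00189 (permutation test over 9 FCR and 10 MLHD dogs, p = 6.00e-05). In the FCR dogs of all ages the slope was 1.07e-04 (standard error 4.64e-04). Without the dog with the most influence the permutation p was 5.50e-04, so that dog alone does not explain the difference. In 7 of 100 splits of the dogs of at least 2 years, the real one included, as many CpGs passed, so the count of 1 CpG cannot be told apart from a split by chance.

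Of the 32 aDMP regions over all dogs, 21 lay outside the 14 dog amplicons that Additional file 2 lists. With the ages in random order, 1 of 100 orders, the real one included, gave as many such regions, and the other orders gave at most 6, so a chance order of the ages does not account for their number. The 8 regions with a negative gradient are all among the 21 and hold a single aDMP each. A DNA variant at the CpG would make it vary more between dogs than its neighbours. Single aDMPs varied over 2 times as much as the other CpGs of their group in 3 of 14 cases and clustered aDMPs in 23 of 120 (two-sided Fisher's exact test, p = 0.735). The change with age itself adds to the spread of an aDMP, and with the age slope removed the numbers were 2 of 14 and 12 of 120 (p = 0.641 from the same exact test), no detectable difference. Single CpGs could still be variants, among them those on chromosome 1 at 117222147 and chromosome 16 at 54920221, which differ in level between the breeds. No biological explanation was tested.

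At a given age, the methylation level differed between the breeds at 14 CpGs with an adjusted p under 0.05. At position 50685417 of chromosome 19 it was 7.96% ± 12.0 (SD, n = 24) in FCR and 77.2% ± 21.8 (SD, n = 24) in MLHD, and at position 54920221 of chromosome 16 it was 79.0% ± 19.0 (SD, n = 24) and 9.49% ± 19.3 (SD, n = 23). In 1 of 100 splits of the dogs, the real one, as many CpGs passed, and the other splits gave at most 3. A variant that differs in frequency between the breeds is a candidate explanation. Of the 14 CpGs, 8 varied over 2 times as much between dogs as the other CpGs of their group, but a difference between breeds raises this spread by itself, so a variant cannot be told apart from a difference in methylation. Of these CpGs, 6 were also aDMPs over all dogs, and 5 of the 6 lost that call with breed as a covariate. MLHD dogs were older, so a level difference between breeds could appear as a slope with age at these 5 CpGs. Over all aDMPs, 25 of 134 lost their call with breed as a covariate and 38 other CpGs gained one.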

How the results depend on the processing

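Of the values recomputed under the alternatives, 102 kept their direction and their side of the threshold or stayed within the spread or within 1.5 times the count, 21 counts moved further, 4 differences weakened, 3 strengthened and 5 reversed. The 102 include gradient differences identical to the main ones with limma and an extension of 50 bp, choices that change no slope within a breed. For the mean negative log gradient the spread was the SD over regions (0.492), so 8.09 against 7.65 counted as kept. The number 102 is therefore no measure of stability. The causes of the changes were not tested except where observations below give a test. The number of CpGs with an age by breed interaction stayed 0 with coverage minimums of 20 and 100, CpGs covered in every dog, the quasi-binomial model, limma, sex as a covariate, log age, the listed amplicons and the shared age range, and was 1 in dogs of at least 2 years.

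In dogs of at least 2 years there were 16 aDMPs in 7 regions, 0 aDMPs in FCR, 0 in MLHD, 0 regions called in both breeds and 1 CpG with an interaction, so the gradient differences had no value there. Over the age range shared by both breeds, 0.88 to 12.03 years, there were 61 aDMPs in 18 regions, and 14 aDMPs in FCR. With CpGs covered in every dog there were 18 regions, the difference at the lead CpGs was 1.32e-04 (permutation test, p = 0.0430), and in dogs of at least 2 years it was 4.84e-05. With the quasi-binomial model there were 212 aDMPs, 144 in FCR, 103 in MLHD and 22 regions called in both breeds, and the lead CpG difference in dogs of at least 2 years was 2.93e-05. That model changed only the p-values, so this is a difference of least-squares slopes at the lead CpGs of the 22 regions. With only the 274 CpGs inside the 14 listed amplicons tested, and q-values computed over these alone, there were 13 regions and 59 MLHD aDMPs. The main fit had 11 regions inside these amplicons and 32 MLHD aDMPs over all tested CpGs. With Benjamini-Hochberg adjustment there were 45 FCR aDMPs.

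With sex as a covariate there were 5 MLHD aDMPs and 3 regions called in both breeds, and the difference at the largest gradients was -1.44e-04. On the natural log scale of age there were 36 FCR aDMPs. The differences per unit of log age were then -0.0353 at the largest gradients, -0.0238 at the lead CpGs and -0.236 at the lead CpGs in dogs of at least 2 years (permutation test, p = 0.0177). The mean negative log gradient has no comparable value on that scale.

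The difference at the largest gradients no longer passed the threshold with a coverage minimum of 20 (1.23e-04, exact permutation p = 0.0781), with Benjamini-Hochberg adjustment (1.61e-04, exact permutation p = 0.0625) and with the mean gradient of a region (2.61e-05, exact permutation p = 0.426). It passed with a coverage minimum of 100, the listed amplicons, the shared age range, CpGs covered in every dog and the quasi-binomial model. With limma, breed as a covariate and an extension of 50 bp the 9 gradient pairs and so the value were identical. None of these choices changes a slope within a breed, so the value could move only through the CpGs or regions called. With limma the calls did change, to 65 aDMPs in FCR and 26 in MLHD, without moving the value. The identical values show no stability of the slopes.

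The alternatives chosen after seeing the data were the log10 of the total coverage of the dog as a covariate, each lead CpG over its own covered dogs, and log age within the shared age range. With log10 total coverage as a covariate 8 regions were called in both breeds. At their lead CpGs the difference in dogs of at least 2 years was -5.07e-04 (permutation test, p = 0.00884). With log age in the shared range 1 region was called in both breeds, with a difference of 0.0182.

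Depth limits the lead CpG comparison, because 32 of the 48 dogs were covered at all 9 lead CpGs, and 23 of them were at least 2 years old. No paired analysis was possible because the numbers of the dogs are not shared between the breeds.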

Differences from the paper's values

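The paper reports 68 dog aDMPs, and 134 were found here. The paper's methods discard reads outside the targeted regions, while 831 of the CpGs tested here lay outside the listed dog amplicons. Of the 134 aDMPs, 73 lay inside those amplicons. With only the CpGs inside them tested, and q-values computed over these alone, there were 119. Of the alternatives set before the data were examined, dogs of the shared age range gave 61, which is within 1.5 times the paper's number, and the other alternatives that give this count did not come within it.

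The paper reports 15 dog aDMP regions, and 32 were found here. CpGs covered in every dog gave 18, dogs of the shared age range gave 18 and CpGs inside the 14 listed amplicons gave 13, each within 1.5 times the paper's number. The 13 came from q-values computed over the CpGs of those amplicons alone, where the main fit had 11 regions. The other alternatives set before the data were examined did not.

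The paper reports a Wilcoxon rank-sum p of 0.0068 for the gradients of the breeds, and the exact test over 9 regions gave 0.340. None of the alternatives set before the data were examined came within 1.5 times the paper's value. The nearest was 0.0104, with CpGs covered in every dog of the breed fitted, a filter that left 807 CpGs in FCR and 497 in MLHD.

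The paper states that the gradient was larger in FCR in every region called in both breeds. Here it was larger in 7 of 9 regions, and smaller on chromosomes 20 and 35. It was larger in 8 of 8 regions with CpGs covered in every dog of the breed fitted and in 6 of 6 over the shared age range. The paper states that leaving out dogs under 2 years did not change the difference. Here the mean difference was 1.39e-04 in all dogs and 9.55e-05 at the same CpGs in dogs of at least 2 years (exact permutation test, p = 0.246), and -2.76e-04 at the lead CpGs in the 23 dogs of at least 2 years covered at all of them (permutation test, p = 0.134). Those 23 dogs were 6.74 to 13.98 years old in MLHD and 2.06 to 12.03 in FCR, so the slopes covered unlike age spans. Over the dogs covered at each lead CpG, an alternative chosen after seeing the values, the difference in dogs of at least 2 years was -7.89e-05 (permutation test, p = 0.577). Other alternatives called their own regions, so their lead CpGs could differ. In dogs of at least 2 years the lead CpG difference was then -1.41e-05 within the shared age range (permutation test, p = 0.901). It was positive with CpGs covered in every dog (4.84e-05, permutation test, p = 0.660). With regions called by the quasi-binomial model and slopes still from least squares it was also positive (2.93e-05, permutation test, p = 0.855).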

Other observations

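The tests of the shared age range, of sex, of the age scale, of the same CpG in both breeds, of dogs under 2 years and of the CpGs covered in all dogs were chosen after the result was seen.

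With the ages in random order, 1 of 100 orders, the real one included, gave as many aDMPs as the real order. The median of the other orders was 0 aDMPs and the largest number was 17. The change of methylation with age over all dogs is therefore not explained by a chance order of the ages.

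FCR had 68 aDMPs and MLHD 32. In 39 of 100 splits of the 48 dogs into 24 and 24, the real one included, the numbers differed as much, so the gap cannot be told apart from a split by chance. With every value thinned to 50 reads the median over 20 draws was 52 aDMPs in FCR and 20.5 in MLHD. At the 463 CpGs covered in all 48 dogs, thinned in the same way, it was 62 in FCR and 21.5 in MLHD, so the number of dogs entering at a CpG does not account for the gap. Thinning reads does not equalise the molecules behind them, so a difference in depth cannot be ruled out. The dogs outside the shared age range may contribute, since over that range FCR had 14 aDMPs and MLHD 23. With sex as a covariate FCR kept 68 aDMPs and MLHD had 5. Age and sex overlap in MLHD, so a loss of calls there could come from that overlap, and an effect of sex cannot be told apart from one of age.

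The larger gradients in FCR were weighed against 6 explanations. In 13 of 100 splits of the dogs the mean difference at the largest gradients was as large in size, and 2 of the splits had no region called in both groups, so the difference cannot be told apart from a split by chance. Choosing the CpG separately in each breed is a candidate explanation. At the same lead CpG in both breeds, over all dogs covered there, the mean difference was 4.24e-05 (permutation test, p = 0.598), with FCR steeper at 5 of 9 CpGs, and in the 6 regions where the breeds were read at different CpGs it was -1.22e-05, against 1.32e-04 at the largest gradients. In the other 3 regions both breeds had the largest gradient at one CpG, and the mean difference there was 1.52e-04, with FCR larger in 2 of 3, which are too few regions to settle it. Lead CpGs were chosen by their p over both breeds together, which can favour CpGs with similar slopes in both. The smaller difference at the lead CpGs therefore does not settle it either. Over the shared age range the mean difference at the largest gradients did not shrink. It was 1.73e-04 with FCR larger in 6 of 6 regions (exact sign-flip permutation test, p = 0.0312; exact rank-sum test, p = 0.132), while at the lead CpGs it was 3.19e-05 (permutation test, p = 0.655). The age scale may matter, since with the natural log of age the difference was -0.0353, with FCR larger in 0 of 7 regions (exact sign-flip permutation test, p = 0.0156; exact rank-sum test, p = 0.0379). Within the shared age range, an alternative chosen after seeing the data, the difference on the log scale was 0.0182 in the 1 region called in both breeds, and 0.0418 at its lead CpG (permutation test, p = 0.306). Whether dogs under 2 years account for it cannot be told. Without them the mean difference was 9.55e-05 at the same CpGs (exact permutation test, p = 0.246), but these CpGs were chosen for their gradients in data that include the older dogs, and at the lead CpGs over their own covered dogs it was -7.89e-05 (permutation test, p = 0.577), with FCR steeper at 3 of 9. With sex as a covariate the mean difference was -1.44e-04, with FCR larger in 1 of 3 regions (exact permutation test, p = 0.5). At the lead CpGs in this setting it was 3.38e-05 (permutation test, p = 0.853), and -6.09e-04 in dogs of at least 2 years (permutation test, p = 0.0915). Age and sex vary together in MLHD, so an effect of sex on these gradients cannot be told apart from one of age. A biological difference in rate between the breeds was not separated from these.

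An unadjusted p under 0.05 for the age by breed interaction was found at 80 CpGs, where 54.5 would be expected from the number tested. In 5 of 100 splits of the dogs, the real one included, as many CpGs had one, and the median of the other splits was 42.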
